A study of Oryza sativa with 60 samples. Its data were reported in "Quantitative RNA pseudouridine maps reveal multilayered translation control through plant rRNA, tRNA and mRNA pseudouridylation" (2025).

How the data were processed

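Bisulfite-induced deletion sequencing (BID-seq) had been applied to rice. In this assay bisulfite forms an adduct with pseudouridine (Ψ), and reverse transcriptase leaves a gap there, so that the share of gapped reads at a uridine reports how often it is modified. The series held 60 samples, 24 of them untreated input libraries and 36 bisulfite-treated libraries, from 12 combinations of tissue, age and light. Each combination had 2 input and 3 treated libraries.

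Per the methods of the study, the authors mapped the reads to the Ensembl rice assembly IRGSP-1.0 with their own BID-seq pipeline, summed gapped and ungapped reads over the replicates of a tissue and converted the gap ratio to a Ψ fraction between 0 and 1 through a calibration curve. The deposited site table gave this fraction for 12 tissues and, for 11 of them, a flag that marks sites that passed the authors' p-value-based filter. Plumule in the dark had no flag column. In 4 flag columns the digits of the name had been replaced by words, and these columns were read by the tissue they name. Because the authors pooled the replicates, each fraction is a single value per site and tissue with no replicate error. The read counts behind the fractions were not used here, so the depth of each fraction is unknown and no binomial interval of a fraction is given. Intervals printed for shares of sites are 95% Wilson intervals, and intervals of mean fractions are 95% bootstrap intervals with 10000 resamples; both cover the choice of sites only.

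The deposited expression table gave length- and depth-normalized transcript abundance (TPM) by the authors for 38978 genes and 24 libraries, with 2 libraries for each of the 12 combinations. The column names do not say whether a library was input or treated, and the number matches the 24 input samples. The aligner and the counting were not stated for this table. Of the 37849 gene identifiers that start with Os, 1 matched the supplied table of gene symbols, so genes are named by identifier only. Gene spans were read from the table itself. Exons, introns and untranslated regions, and gene lists for Ψ synthases, chlorophyll-binding proteins and seed storage proteins, were not analysed here because they needed annotation or names. All columns of per-sample values were used.

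For many genes, TPM times gene length fell on multiples of 1 step per library, and the commonest low value was taken as 1 read. The read equivalents found in this way summed to between 2109738 and 9006609 per library. Between 50.1% and 70.3% of the values above 0 in a library were whole; the rest were fractions, as when a read is shared over the places it maps to. Genes with near-identical copies are therefore uncertain. Replicates were compared with a chi-square statistic over genes with whole read equivalents and at least 10 of them in the pair.

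Expression was tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a trend in the moderated variance. Genes at 1 TPM or more in at least 2 libraries entered, 12 groups of 2 libraries shared one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A fold change on this scale understates the change of weakly expressed genes and, where a group lies under 1 TPM, depends on the pseudocount. Because the values were TPM, this test replaced the count test that would have been used for counts. Named genes followed a rule: among genes past the threshold whose libraries in both groups did not overlap and whose mean over both groups was at least 32 TPM, the 2 with the largest rise and the 2 with the largest fall. Non-overlap was not asked for the interaction. Named sites were the 5 sites passed in all 10 tissues with the highest mean fraction, the 5 sites passed in at least 5 tissues with the largest range, and for each tissue the site passed there only with the highest fraction. The groups, the tests, these rules and most alternatives were fixed before the data were examined.

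Site analyses used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The 10 tissues were those with a flag, with plumule and radicle in the light. A site was assigned to a gene when exactly 1 gene on its strand spanned it. Differences in mean fraction and rank correlations of fraction with expression were tested with two-sided permutation tests of 100000 resamples over sites, adjusted over 10 tissues; sites are not independent replicates.

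The steps were tested on simulated data. With 200 changed genes among 30155 to 30202 tested genes and little spread beyond counting, over 10 simulated data sets, the fit over all groups found 91.55% of the changed genes on average and 98.62% of those changed 4-fold. On average 13.4% of its calls were unchanged genes, above the 5% that the threshold allows. These were 0.095% of all unchanged genes and had a median of 1.09 TPM in plumule. With a larger spread (dispersion 0.02), among 30134 to 30205 genes, 64.9% of changed genes were found and 12.3% of calls were unchanged genes. The fit with only the compared groups found 33.3% of the changed genes at the smaller spread, where 48.95% of its calls were unchanged genes, and 0% at the larger one. With voom weights 17.4% and 11.95% of calls were unchanged genes at the smaller and larger spread. Calls of genes near 1 TPM therefore need caution, although changed genes were simulated at 10 TPM or more only. The share of calls that are unchanged genes depends on how many genes change. Both libraries of a group were drawn from 1 mean, so no library stood apart from its replicate. These shares need not hold for the comparisons below. The permutation test of a difference called 5.4% of 500 simulated comparisons without a difference and the test of a rank correlation 4.2% of 500. The total of read equivalents was recovered over 38978 genes with an error of 0%, and an endosperm weight of 0.3 put into a mixture came back as 0.293 over 38978 genes.

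Alternatives to the normalization, the low-expression filter, the pseudocount, the groups in the fit, the replicate block, single libraries and, for sites, the filter, the summary and the set of sites were recomputed.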

Results

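Transcriptome-wide Ψ and gene expression were profiled in rice plumule and radicle (the embryonic shoot and root of the germinating seed) grown in light or dark, in seedlings at 8 days and 2 weeks, in straw, flag leaf and panicle at heading, and in flag leaf, embryo and endosperm at 10 days after anthesis (DAA). Of the 60 samples, 24 were input libraries and 36 were bisulfite-treated. Expression was available as TPM for 2 libraries in each of the 12 groups. The Ψ fraction, the share of transcripts modified at a uridine, was a single value per site and tissue, pooled by the authors over replicates, so no replicate error can be attached to any fraction below.

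The expression libraries differed in depth. Radicle in the light replicate 2 was the shallowest with 2109738 read equivalents and seedling at 2 weeks replicate 2 the deepest with 9006609. Between 21430 and 25171 genes reached 1 TPM in a library. Replicates correlated with Pearson's r of log2(TPM + 1) across genes between 0.982 and 0.992 in 11 groups. The exception was radicle in the light, where r was 0.886. Replicate 1 of this group correlated with the endosperm libraries at 0.863 and 0.864, whereas replicate 2 did so at 0.659 and 0.660. The chi-square per gene between replicates, which is near 1 when only counting noise is present, was 9.79 in radicle in the light and at most 1.15 in the other groups. In plumule it was 1.01 in the dark (chi-square p = 0.274 over 9302 genes) and 0.993 in the light (p = 0.67 over 8796 genes). The plumule pairs thus differed by no more than the sampling noise and count as 1 sample each when their values are quoted, so the comparison of plumule in light and dark has no replicate check of its own. Its test rests on the spread of all groups. Apart from radicle in the light, the remaining groups lay little above sampling noise, from 1.02 in embryo to 1.15 in seedling at 2 weeks. The SDs over 2 libraries and the tests below may therefore say little about variation between plants.

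**Figure D1:**
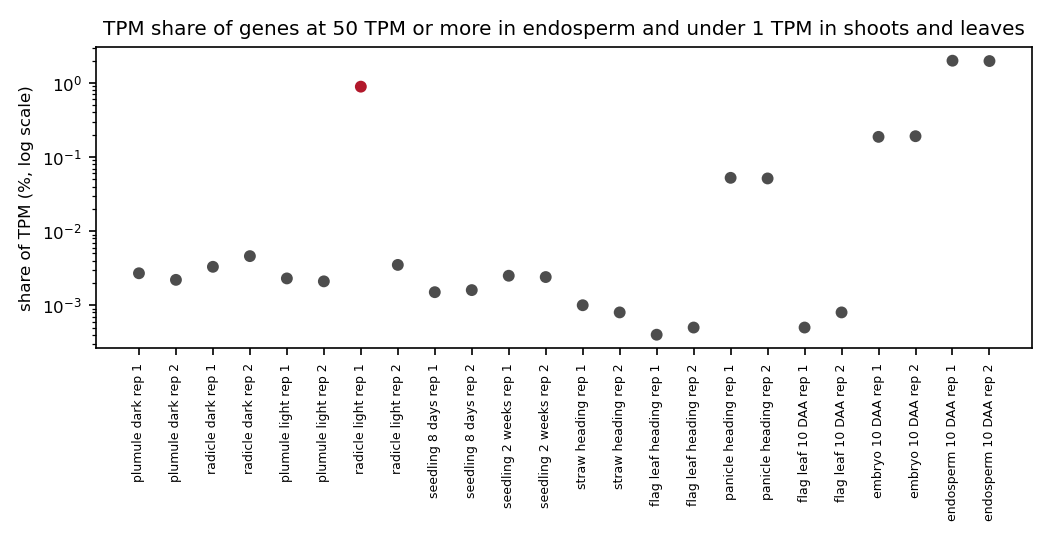
Share of TPM (percent, log axis) taken in each of the 24 libraries by 105 genes that were at 50 TPM or more in endosperm and under 1 TPM in every plumule, seedling, straw and flag leaf library. Each point is 1 library. Radicle in the light replicate 1, in red, lies at 0.891%, whereas the other radicle libraries lie between 0.0033% and 0.0046%. The endosperm libraries lie at 1.974% and 1.995%.

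To ask how light changes the young organs, each was compared in light and dark by limma over 29987 genes. In plumule, 8226 genes passed an adjusted p-value of 0.05, of which 6018 were higher in the light and 2208 lower. The size of the excess of higher genes depended on scaling. Their share was 73.2%, 54.2% after quantile normalization between libraries and 59.4% with voom weights on read equivalents, the latter chosen after seeing the data, and the median log2 change of all genes was 0.12. Os07g0432201 (chromosome 7, 14292161 to 14292961, IRGSP-1.0) rose from 0.981 to 69.0 TPM, a log2 change of 5.14 ± 0.33 (SE, limma adjusted p = 4.51e-08), or 5.02 relative to the median. Os04g0301500 (chromosome 4, 13466455 to 13468869) stood at 84.2 TPM in the dark and 0.242 TPM in the light, with a log2 change of -6.13 ± 0.34 (limma adjusted p = 8.06e-09), or -6.25 relative to the median. The identifiers are not paired with gene names in the files.

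In radicle, 7550 genes passed the threshold, 4175 higher and 3375 lower in the light. This count rests on the spread of the other groups. With only the 4 radicle libraries in the fit, 0 genes passed, although 4172 had an unadjusted p-value under 0.05. After quantile normalization the share of higher genes fell from 55.3% to 46.7%. Os03g0369100 (chromosome 3, 14491748 to 14492423) had the largest rise by the naming rule, with 435 TPM in replicate 1 and 2.11 TPM in replicate 2 in the light against 0 and 0.969 TPM in the dark (log2 change 4.71 ± 1.32, SE, limma adjusted p = 0.0165). The change was 1.15 without replicate 1, so this library decides it. The same gene stood at 1069 TPM in endosperm. Os10g0334500 (chromosome 10, 9583113 to 9584286) fell from 148 ± 6.47 TPM in the dark to 7.15 ± 6.56 TPM in the light (SD, n = 2 libraries each, limma adjusted p = 3.02e-06), and its log2 change of -4.48 became -3.54 without replicate 1.

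Whether light acted alike on both organs was tested as an interaction. The light effect differed between plumule and radicle for 4540 genes in limma, 3142 with a higher and 1398 with a lower effect in plumule. With only the 8 plumule and radicle libraries in the fit, the count was 822. The share of higher genes was 69.2%, 58.6% after quantile normalization and 55.3% with voom weights. Os05g0149400 (chromosome 5, 2825324 to 2826912) had an interaction of 4.52 ± 0.32 on the log2 scale (SE, limma adjusted p = 4.65e-07), and 4.21 without radicle in the light replicate 1. For Os11g0427800 (chromosome 11, 13668526 to 13669487) the interaction was -7.09 ± 1.55 (limma adjusted p = 0.00586) and -4.09 without that library, whose 259 TPM stood against 3.09 TPM in replicate 2. Over the alternatives its limma adjusted p lay between 0.0041 and 0.206, the latter with only the 8 libraries in the fit, where it did not pass.

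Radicle differed from plumule at 20410 genes by limma, 7916 higher and 12494 lower in radicle, with a median log2 change of -0.15. Leaving out 1 of the 8 libraries at a time gave from 19284 to 21662 genes. Os09g0409100 (chromosome 9, 14479033 to 14479842) stood at 1018 ± 598 TPM in radicle (SD, n = 4) and at a mean of 0.257 TPM in plumule, a log2 change of 9.47 ± 0.18 (SE, limma adjusted p = 3.25e-15), or 9.62 relative to the median. Os09g0538000 (chromosome 9, 21165219 to 21167647) stood at 0.165 ± 0.33 TPM in radicle (SD, n = 4) and 2430 TPM in plumule, a log2 change of -10.92 ± 0.25 (limma adjusted p = 1.27e-14), or -10.76 relative to the median.

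Seedlings were compared between ages. By limma, 15402 genes differed, 8244 higher and 7158 lower at 2 weeks than at 8 days. With voom weights the majority turned, with 7088 higher and 8976 lower. Os07g0529000 (chromosome 7, 20691213 to 20693521) rose from 0.173 ± 0.032 to 655 ± 37.7 TPM (SD, n = 2 each), a log2 change of 9.13 (limma adjusted p = 2.1e-09). Os09g0538000, also low in radicle, fell from 1621 ± 37.6 to 4.18 ± 0.49 TPM (SD, n = 2 each, log2 change -8.29, limma adjusted p = 6.33e-11).

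At heading, panicle and flag leaf differed at 18026 genes by limma, of which 11135 were higher in panicle and 6891 lower, with a median log2 change of 0.18. The majority changed sides under 1 of 2 other scalings. The share higher in panicle was 61.8%, 45.7% after quantile normalization and 60.6% with voom weights. Os01g0929600 (chromosome 1, 40797941 to 40798525) stood at 2238 ± 25.6 TPM in panicle and 4.06 ± 5.75 TPM in flag leaf (SD, n = 2 each, log2 change 9.53, or 9.36 relative to the median, limma adjusted p = 3.51e-09). Its change was 7.94 without flag leaf replicate 1 and 11.13 without replicate 2, which stood at 0 and 8.13 TPM. Os12g0247700 (chromosome 12, 8239432 to 8241147) stood at 1.29 ± 0.76 TPM in panicle and 2838 ± 96.3 TPM in flag leaf (SD, n = 2 each, log2 change -10.31, or -10.49 relative to the median, limma adjusted p = 3.08e-11). Straw differed from flag leaf at 16340 genes, 8547 higher and 7793 lower in straw, and after quantile normalization 7387 were higher and 9083 lower. The largest rise was that of Os02g0616100 (chromosome 2, 24372806 to 24374439) with 498 ± 9.28 TPM in straw and 0.153 ± 0.026 TPM in flag leaf (SD, n = 2 each, log2 change 8.76, limma adjusted p = 8.39e-17). Os11g0690332 (chromosome 11, 28075457 to 28076938) fell the most, with 0.877 ± 0.254 TPM in straw and 334 ± 10.7 TPM in flag leaf (SD, n = 2 each, log2 change -7.49, limma adjusted p = 2.12e-15).

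Between heading and 10 DAA, 9168 genes changed in flag leaf by limma, 3988 higher and 5180 lower at the later stage. Os07g0178800 (chromosome 7, 4145912 to 4146853) rose from 0.097 ± 0.017 to 212 ± 17.8 TPM (SD, n = 2 each, log2 change 7.60, limma adjusted p = 3.31e-12). Os02g0240300 (chromosome 2, 7948543 to 7949997) fell from 798 ± 20.7 to 2.41 ± 0.868 TPM (SD, n = 2 each, log2 change -7.90, limma adjusted p = 1.17e-12). Embryo and endosperm at 10 DAA differed at 16199 genes, 8289 higher and 7910 lower in embryo. Os04g0173800 (chromosome 4, 5005112 to 5006206) stood at 6616 ± 66.6 TPM in embryo and 7.72 ± 2.44 TPM in endosperm (SD, n = 2 each, log2 change 9.60, limma adjusted p = 4.21e-13). Os03g0369100, the gene with the largest rise in radicle, stood at 2.98 ± 0.089 TPM in embryo and 1069 ± 4.02 TPM in endosperm (SD, n = 2 each, log2 change -8.07, limma adjusted p = 8.35e-05).

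**Figure D2:**
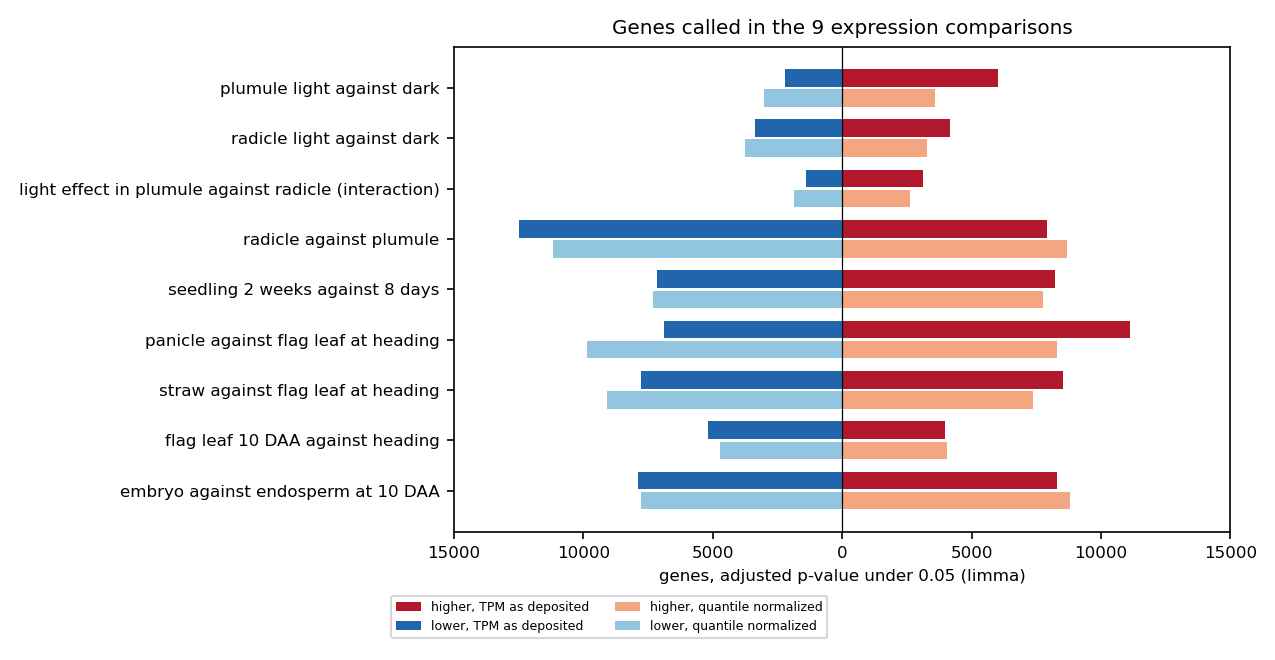
Number of genes with an adjusted p-value under 0.05 by limma in each of the 9 expression comparisons, higher genes to the right of 0 and lower genes to the left. Dark bars use TPM as deposited and light bars quantile-normalized values. For panicle against flag leaf the higher genes fall from 11135 to 8298.

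The site table listed 9126 Ψ sites, of which 8060 passed the authors' filter in at least 1 of the 10 tissues. Passed sites numbered from 1128 in endosperm to 1851 in radicle in the light, and radicle in the dark, outside the 10 tissues, had 2396. Counted instead by a fraction above 0 whatever the flag, radicle in the light had 6463 sites, the lowest of the 10 tissues, and panicle had 7364, the highest. Of the passed sites, between 44.2% and 58.2% per tissue had a fraction under 20%. Among sites with a fraction above 0 whatever the flag, this share was higher, from 65.15% in endosperm to 70.98% in seedling at 2 weeks. Among listed sites, 8231 lay within exactly 1 of 5083 genes, 874 within none and 21 within 2 or more.

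Highly modified sites, those at 50% or more, were counted among passed sites with a fraction of at least 10%. Their share was lowest in radicle in the light with 7.70% (Wilson 95% interval 6.44 to 9.19%, 1454 sites) and highest in endosperm with 27.4% (24.5 to 30.4%, 874 sites). Over all sites at 10% or more whatever the flag, the share ran only from 14.14% in straw to 17.05% in endosperm, and radicle in the light stood at 14.16%. The mean fraction of passed sites ran from 21.97% in radicle in the light (SD over sites 16.6, bootstrap interval 21.2 to 22.7%) to 33.0% in seedling at 8 days (SD 27.3, interval 31.5 to 34.6%). Over 6958 sites with a value in all 10 tissues that passed in at least 1 of them, the means lay between 14.9% in seedling at 2 weeks and 16.5% in endosperm. Over the 54 sites passed in every tissue, they lay between 29.95% and 34.9%.

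**Figure D3:**
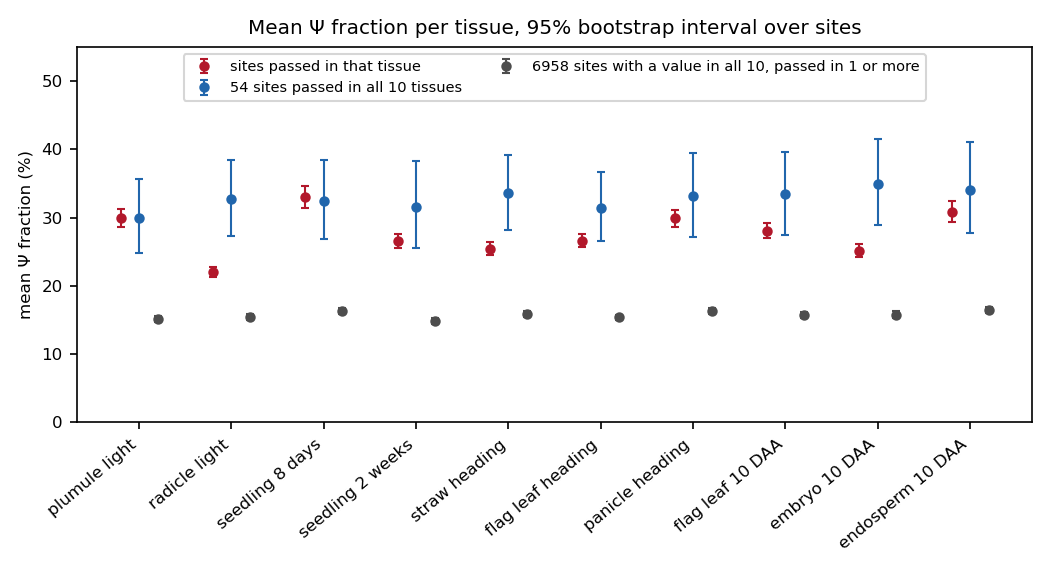
Mean Ψ fraction (percent) in the 10 tissues over the sites passed in that tissue (red), the 54 sites passed in all 10 (blue) and the 6958 sites with a value in all 10 that passed in at least 1 (grey). Points are means and bars are 95% bootstrap intervals over sites. The red points run from 21.97 to 33.0%, and the grey points stay between 14.9 and 16.5%.

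The breadth of each site was counted next. Of the 8060 sites, 5151 (63.9%) passed in 1 tissue and 54 (0.67%) in all 10. The single-tissue sites numbered from 199 in seedling at 8 days to 1041 in radicle in the light. Under the requirement that the other 9 tissues were under 0.05, with a missing fraction counted as under it, 756 sites remained. Of the alternatives, this one moved the count of single-tissue sites most. Shared sites were compared with single-tissue sites by two-sided permutation tests over sites in 10 tissues. The mean fraction of shared sites was 12.1 points higher in radicle in the light (n = 54 and 1041 sites, adjusted p = 0.0001), 12.8 points higher in embryo (54 and 727 sites, adjusted p = 0.00015) and 9.71 points higher in straw (54 and 407 sites, adjusted p = 0.00327). The other 7 tissues had adjusted p-values from 0.107 to 0.79, with differences from -1.25 points in plumule to 7.83 points in endosperm.

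**Figure D4:**
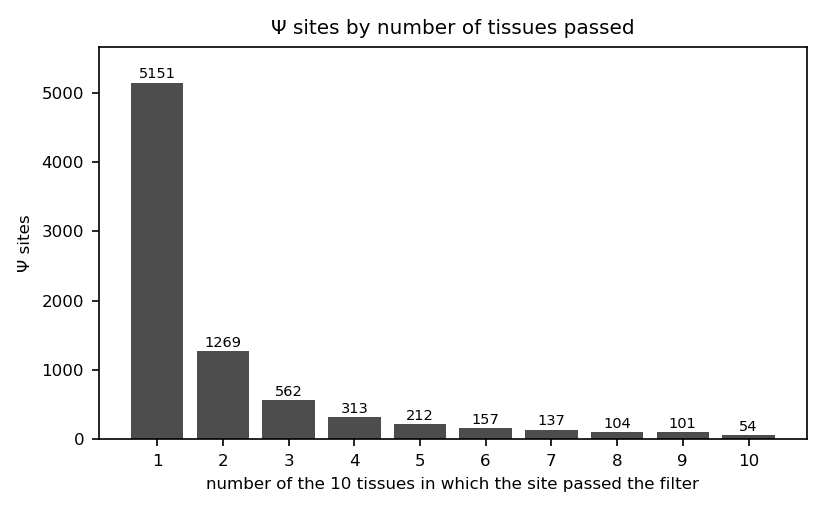
Number of Ψ sites by the number of the 10 tissues in which they passed the filter, with the count above each bar. There are 5151 sites passed in 1 tissue and 54 passed in all 10.

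Among the sites passed in every tissue, the highest mean fraction was 89.5% (SD over the 10 tissues 4.88) at chromosome 5 position 22198527, plus strand, in the sequence CCATCTA with the site at its centre, within the span of Os05g0452600. The next stood at chromosome 1 position 38509447, plus strand (GCTTCAA, within Os01g0886300), with a mean of 76.2% (SD 6.03). Whether they lie in an exon or an untranslated region was not analysed here. Sites passed in at least 5 tissues had a median range over tissues of 15.7 points (743 sites). Of these, 6 ran from 0% to 100%, among them chromosome 4 position 32589927, minus strand (within Os04g0640700), with 0% in flag leaf at heading and 100% in flag leaf at 10 DAA. That site passed in 6 of the 10 tissues, and the read depth behind either value is unknown. The top single-tissue sites were often as high elsewhere: the site of plumule at chromosome 1 position 15357769, minus strand (Os01g0372700), read 100% there and 96.3% in straw, where it had not passed.

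The bases around a site were compared by the 3-base motif with the Ψ at its centre, written as U. CUC held 14.0% of the 8060 sites (Wilson 95% interval 13.3 to 14.8%), GUG 13.8% (13.1 to 14.6%) and AUC 12.8% (12.1 to 13.6%). Among sites at 20% or more in a tissue, GUG fell to 8.01% and UUC rose from 10.7% to 16.8%. The mean fraction over passed site and tissue values was 47.3% for UUC (SD 28.2) and 16.8% for GUG (SD 13.2). A site counts in it once for each tissue it passed in. Repeated sequences, partly outside genes with Os identifiers, enter the UUC mean. Among sites passed in at least 5 tissues, GGTTCGA had a mean of 71.1% (21 sites, 14 outside such genes). For GGTTCAA the mean was 70.7% (12 sites, 5 outside such genes). The UUC mean without them was not computed. Within 7141 sites spanned by 1 gene with an Os identifier, divided into 5 equal parts, the last part of the span held 28.5% of sites (27.5 to 29.6%) and the part after the first 14.1% (13.3 to 14.9%). Spans include introns.

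To ask how alike the tissues were, the fractions were correlated across sites for the 45 pairs of tissues. Sites are not replicates, and no p-value is given. Spearman's rho had a median of 0.488, from 0.365 between radicle in the light and flag leaf at heading to 0.618 between flag leaf at heading and at 10 DAA. The value rose most, to a median of 0.948, over sites passed in both tissues. The mean fraction in plumule differed by 0.22 points between light and dark (bootstrap interval -0.13 to 0.58, 7690 sites), so the interval includes 0. In radicle it changed by -0.78 points in the light (interval -1.18 to -0.38, 7435 sites). As each tissue is 1 pooled value, the intervals cover the choice of sites and not the replicates.

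The fraction of passed sites was related to the expression of the gene that holds them. Expression was the mean of the 2 libraries of a tissue. In radicle in the light it thus includes replicate 1, which resembled endosperm, and replicate 2 alone was not tried. The same means enter the later comparisons of sites with expression over the 10 tissues. Spearman's rho across sites was negative in all 10 tissues, from -0.66 in seedling at 8 days (989 sites) to -0.553 in radicle in the light (1742 sites). Each had a two-sided permutation test p and adjusted p of 1e-05, the smallest that 100000 permutations can give. Restricted to sites passed in all 10 tissues, 51 of them in 1 gene, rho lay between -0.618 and -0.475.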

Values the study reported

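The study reported 9,126 Ψ sites from 5,876 gene transcripts in rice, with 6,463 sites in radicle at the low end and 7,212 in seedling at 2W at the high end of its 10 tissues. It reported 54 sites shared by all rice tissues.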

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

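Among the tests given here, those of a wrong name and of low depth, and that of the light change in radicle replicate 2 alone, were written before their value was seen, and the rest were chosen only after the result was seen. The test of replicate 2 alone was itself chosen after the difference between the organs was known. It replaced an earlier form over called genes, of which 1.34% kept less than 50% of their difference without radicle in the light replicate 1. That form was set aside because those genes had been called by a test that needs replicates to lie close. Among the 7550 genes of radicle in light and dark, 14.1% shrank to under 50% or reversed without replicate 1, and 4.24% without replicate 2. In all, 10 values were tested for a gap among the 4 plumule or 4 radicle libraries and 2 stood apart, where about 1 in 20 is what chance gives.

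Radicle in the light replicate 1 stood apart from the other radicle libraries by 2 measures. It had 23878 genes at 1 TPM or more, and 0.891% of its TPM came from genes of the endosperm (105 genes at 50 TPM or more in endosperm and under 1 TPM in plumule, seedlings, straw and flag leaf), a share that was 0.0033 to 0.0046% in the other 3 radicle libraries. In the endosperm libraries themselves the same genes took only 1.974% and 1.995%, so the share is not the portion of endosperm RNA. These tables argue against several accounts. The library is not endosperm under a wrong name, since 213 genes of radicle that are under 1 TPM in endosperm kept a median of 55.8% of their level in replicate 2. Low read depth is not the reason, since a radicle dark pair thinned to the shallowest depth still correlated at 0.979 or more. A light response of the radicle is argued against by replicate 2 of the same group, where the same genes took 0.0035% of TPM. Embryo received a weight of 0 in a joint fit of the library on all tissues.

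A mixture with endosperm RNA stays open and is a candidate explanation. A set of 100 genes at 50 TPM or more in endosperm, all under 1 TPM in plumule, seedlings, radicle in the dark and replicate 2, stood at a median of 43.3% of their endosperm level, between 32.8 and 75.3%. The 10 most abundant endosperm genes stood at 66.6 to 77.3%, with a median of 73.6%. Radicle in the dark had 11.6 to 136 TPM of these 10 genes, so they are not wholly absent from radicle libraries. In a fit as a sum of replicate 2 and endosperm, the weights were 0.476 and 0.493, and the residual fell from 546.6 for replicate 2 alone to 180.7. No other group gave endosperm a weight above 0.0016. The ratio is not 1 constant share, since abundant genes lie above the others, so the source may not be identical to the endosperm at 10 DAA in these data. Whether it arose in dissection, in library preparation or in the pooling of data was not tested. Carry-over to the bisulfite-treated radicle light libraries is argued against at a comparable share: of 70 sites in endosperm genes that the radicle does not express, 55.7% had no fraction in radicle in the light and 42.9% in the dark, while 0% were missing in endosperm, and 0 passed in radicle in the light against 42 in endosperm. A smaller share stays open.

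The light effect differed between plumule and radicle for 4540 genes. Whether the mixture in radicle in the light replicate 1 is the whole cause cannot be told apart from a difference between the organs. Over 952 genes past the threshold in plumule with a log2 change of at least 1 and a mean of 10 TPM or more in radicle, the light change in replicate 2 was a median of 0.317 of that in plumule and in replicate 1 a median of 0.374. These genes were chosen by their change in plumule, which pulls the ratio below 1, and replicate 2 is 1 library, so the value excludes neither. Replicate 1 weighs on single genes, such as Os11g0427800, whose interaction of -7.09 became -4.09 without that library. A difference between the organs, which the design names, stays among the open explanations and was not tested further.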

How the results depend on the processing

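Alternatives that used voom weights, left radicle in the light replicate 1 out of comparisons it does not belong to, or counted each plumule pair as 1 sample were chosen after seeing the data. The counts of genes stayed within 1.5 times the value in the report under quantile normalization, no filter, a filter at 10 TPM, a pseudocount of 0.1 and voom weights. With plumule pairs counted as 1 sample this held for the 7 comparisons that could be counted, and plumule in light and dark and the interaction have no count under it. With only the compared groups in the fit, the count for radicle in light and dark went from 7550 to 0, with 4172 genes at an unadjusted p-value under 0.05, and that of the interaction from 4540 to 822. The other comparisons of 4 libraries gave from 9083 to 19270 genes in such a fit, so the number of libraries alone does not account for the 0. Both comparisons hold radicle in the light replicate 1, and the cause was not tested.

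The replicate numbers do not pair the samples. Over 66 pairs of groups the correlation of deviations from the group means lay between -0.054 and 0.031, with 0 pairs above 0.1. With the replicate number as a block, the counts were 8119 for plumule in light and dark, 7413 for radicle, 4473 for the interaction, 20368 for radicle against plumule, 15323 for seedlings, 17984 for panicle, 16299 for straw, 9077 for flag leaf over time and 16108 for embryo.

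Leaving out 1 library gave from 19284 to 21662 genes for radicle against plumule across 8 fits. The other comparisons keep 1 library in an arm and give no count. Without radicle in the light replicate 1, comparisons that do not include it counted more genes, such as 10940 for plumule in light and dark and 11497 for flag leaf over time, because the spread is shared by all groups. The alternatives gave 428 values for 33 named genes in 36 pairs of gene and comparison. Of these, 406 were unchanged in direction and threshold or moved by less than 1 SD between replicates, and 0 reversed. A further 11 no longer passed the threshold. The other 11 moved by more than 1 SD when 1 library was left out (6 further from 0 and 5 closer to it). Where 2 libraries stand against 2, leaving out 1 cannot move a change by more than this SD. The SD comes from the same libraries, so the rule could flag no library there. Os03g0369100 in radicle, whose change fell from 4.71 to 1.15 without radicle in the light replicate 1, is thus among the 406. For those comparisons the 406 do not show that a change is independent of single libraries.

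The values per tissue follow in the order plumule in the light, radicle in the light, seedling at 8 days and 2 weeks, straw, flag leaf and panicle at heading, and flag leaf, embryo and endosperm at 10 DAA. Passed sites at 20% or more numbered 4084 over all tissues and 781, 774, 644, 819, 815, 839, 866, 896, 845 and 604 in each. With a fraction above 0 whatever the flag they numbered 6965, 6463, 7137, 7212, 7197, 6632, 7364, 6736, 6560 and 6780. The share at 50% or more over all passed sites was 19.07, 6.05, 22.12, 14.43, 11.7, 12.81, 18.27, 14.6, 12.09 and 21.19%. Whatever the flag, it moved to 15.79, 14.16, 16.34 and 14.94% in the first 4 tissues, 14.86% in panicle, 15.05% in flag leaf at 10 DAA and 17.05% in endosperm. The mean fraction over the sites with a value in all 10 tissues that passed in at least 1 was 15.11, 15.39, 16.25, 14.91, 15.91, 15.36, 16.29, 15.68, 15.78 and 16.46%. Over the sites passed in all 10 it moved to 32.73% in radicle in the light and, from seedling at 2 weeks onward, to 31.61, 33.55, 31.39, 33.1, 33.41, 34.94 and 34.1%. The medians over each tissue's own sites were 21.37, 16.96, 23.3, 18.23, 19.1, 20.41, 21.35, 21.44, 18.49 and 21.68%. Each of these rules changes the set of sites or the summary by construction, and no further cause was tested.

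Sites passed in 1 tissue and under 0.05 in the other 9, a missing fraction counting as under 0.05, numbered 756. Among sites at 20% or more the motif shares moved to 18.39% for CUC, 16.82% for UUC, 10.75% for UUG, 9.82% for AUC, 8.01% for GUG, 4.14% for CUG, 3.06% for AUA, 2.69% for UUA, 2.15% for AUG, 1.27% for GUU, 1.03% for UUU and 0.27% for CUU. The median correlation between tissues was 0.63 by Pearson, 0.948 over sites passed in both and 0.772 over sites above 0 in both. For radicle in the light and flag leaf at heading these were 0.534, 0.906 and 0.665, and for flag leaf at heading and 10 DAA the latter were 0.962 and 0.815. The cause was not tested.

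The comparison of shared with single-tissue sites was less stable. For medians the difference turned to 0.91 points in plumule and 0.63 points in seedling at 8 days. Among sites at 10% or more it turned to -2.51 points in endosperm. None of these passed the threshold in either form. In straw it fell to 6.19 points among sites at 10% or more, with an adjusted p of 0.139 by a two-sided permutation test, against 0.0008 for medians. The cause was not tested. The negative correlation of fraction with expression kept its sign and its side of the threshold throughout.

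Ψ by gene region, Ψ synthase expression against mean fraction, and the chlorophyll-binding and seed storage lists were not run. The read depth behind each fraction is unknown here, which limits every comparison of single sites between tissues.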

Other observations

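The tests of a detection limit and of counting noise were written before their value was seen, and the others here were chosen only after the result was seen.

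With the rule of any fraction above 0, panicle with 7364 sites stood higher than seedling at 2 weeks with 7212.

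Most passed sites passed in 1 tissue only, 5151 of 8060. The read depth behind the filter is a candidate explanation, since 72.55% of these sites reached a fraction of 0.1 or more in another tissue without passing there. That count needs only 1 of the 9 other tissues. By the median of the other tissues, only 45.97% of these sites had at least 50% of the fraction in the tissue of the flag. Their gene was highest in the tissue of the flag in 46.3% of cases, against 10.6% by chance (at most 12.4% in 1000 shuffles). A share of tissue-specific modification stays open: in each of the 9 others, 756 sites (14.7%) were under 0.05 or had no fraction. Only 4261 of the 5151 sites had a fraction in all 10 tissues, so some of the 756 may be unmeasured elsewhere.

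The differences in mean fraction between tissues may reflect different sites passed in each tissue. The SD of the 10 tissue means was 3.25 points over each tissue's own passed sites and 0.523 points over the same 6958 sites, those with a value in all 10 tissues that passed in at least 1. The order of tissues over the 54 shared sites had a rank correlation of -0.224 with the order of the own-site means, and their SD was 1.449 points. Over the 6958 sites the rank correlation was 0.394. With 10 tissues and no test of these correlations, whether any of the order is shared stays open.

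Ψ fraction fell with expression across sites in all 10 tissues. A detection limit, by which a low fraction passes only in abundant transcripts, is a candidate explanation: within single sites over the 10 tissues the median correlation of fraction with expression was 0.103 (3663 sites in genes at 10 TPM or more; shuffles gave -0.018 to 0.018), so fractions did not fall there. It was weakly above the shuffles, with 40.0% of sites below 0, and for 497 sites passed in at least 5 tissues it was 0.03. A real difference between weakly and strongly expressed genes stays open and was not tested.

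Fractions of a site correlated only in part between tissues. Counting noise in weakly covered sites may account for some of it, since the median rho of the 45 pairs rose from 0.398 for the lowest of 4 equal classes of expression to 0.662 for the highest class. Because expression and fraction are themselves related, this cannot separate noise from other differences between the classes.

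Sites with the same 7 bases shared their profile over tissues more when they lay outside genes with Os identifiers. Over 207 such pairs the median correlation was 0.302, where shuffles gave -0.012 to 0.127. Over 1103 pairs in Os genes it was 0.091, with shuffles at 0.024 to 0.085. Reads shared between near-identical copies of 1 RNA may explain the former, and this was not tested directly. Sites passed in at least 5 tissues outside Os genes had a mean fraction of 63.0% (SD 24.3, 106 sites), against 21.8% (SD 15.8, 636 sites) inside them. No biological explanation was tested.

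The difference between radicle and plumule was larger than for any other grouping of these libraries. Of the 35 splits of the 8 libraries into 2 groups of 4, 1 split, the one between the organs, gave as many genes past the threshold (18574). The next gave 7479 and the split by light 1192.

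Replicates of most groups differed by little more than sampling noise. Whether they were made from 1 RNA pool cannot be told apart from separate plants that vary little: the chi-square per gene at 500 to 2000 reads had a median of 1.064 over 11 groups and ranged from 0.956 to 1.311 in seedling at 2 weeks, with 1.284 in straw and 1.216 in panicle. Over all genes compared, 2 of the 11 groups had a chi-square p over 0.05, and the number of plants pooled per library was not used here.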
